A study of Escherichia coli BW25113 with 6 samples.

How the data were processed

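Transfer RNA was sequenced from Escherichia coli BW25113, a laboratory K-12 strain, and from the same strain with a deletion of dusA. The dusA gene encodes a dihydrouridine synthase, an enzyme that reduces uridines in the D loop of tRNA. Per the labels, 3 cultures of each genotype were grown in rich medium to early log phase, and total RNA was extracted with TRIzol under acidic conditions. The deletion strain, unlike the wild type, was grown overnight with kanamycin before the culture in fresh medium. A service company then treated the RNA with periodate and beta elimination, which removes the terminal nucleoside of uncharged tRNA, and built and sequenced the libraries, per the labels' protocols.

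The deposited files hold raw counts. Per the file headers, each value is the number of mapped read segments on one reference sequence. The 51 references of each file were 50 tRNA references and 1 5S rRNA reference. Each tRNA reference carries an amino acid, an anticodon written as DNA and running numbers for the isodecoder, and 2 of the 50 have an undetermined anticodon. A further line for reads without a reference held 0 in every library, so the share of reads that could not be placed is unknown. Neither the labels nor the file headers name the aligner, its version, any read filter, any collapsing of PCR duplicates, or the treatment of reads that match several references. Reads matching near-identical isodecoders could therefore have been split by rules that are unknown here, and for that reason counts were also summed per amino acid. Charged and uncharged reads are not separated in the counts, so charging was not analysed here. The tRNA sequences were not used here, so the planned test of tRNAs with a uridine at the positions DusA modifies was not run.

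Libraries were grouped by their sample labels. The names of the deposited count files carry the other genotype: the files recorded for the samples labelled WT are named for the dusA deletion, and the reverse. No reference covers the dusA transcript, so the counts cannot show which naming is right. Groups are therefore called "labelled WT" and "labelled dusA KO", and every direction would be inverted if the file names rather than the labels were correct. The size of each difference and its p-value would stay as given.

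Library totals ranged from 2398099 to 5415893 counts. The lowest count of a reference in a library was 300 and the highest was 373111. For the named references and 5S rRNA, the exact Clopper-Pearson 95% interval of a library's share reached between 0.309% and 3.56% of that share to either side. These intervals cover counting error only, since no molecular identifiers are described.

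Differences between groups were tested with edgeR 4.0.16 in R 4.3.3. The counts as deposited were normalised by TMM, and the quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) was run on all 51 references and 6 libraries with genotype as the only term. The p-values were adjusted by the Benjamini-Hochberg method over the references fitted, with a threshold of 0.05. References needed at least 10 counts in at least 3 libraries, and this filter removed 0 references. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of the F statistic. Values are TMM-normalised CPM (counts scaled to a common library size) with the SD over 3 libraries. The same test was run on counts summed over 22 amino acid families, with initiator and elongator methionine tRNA kept apart and selenocysteine as its own family. The 2 undetermined references (summed) and 5S rRNA stayed in that fit but are not counted as families.

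The references named were set by a rule fixed, like the main design and all but one of the alternative settings, before the data were examined. The rule took up to 10 tRNA references past the threshold whose groups do not overlap, ordered by the size of the log2 fold change. It added the 3 most abundant references and the initiator tRNAs. For families, up to 5 past the threshold were taken, and the list was filled to 4 by the smallest p-values. 5S rRNA was in neither list and is reported as the only reference that is not a tRNA. Other references named, including Val-GAC-1-1 and those of the last part of the observations, were chosen after their values were seen.

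The counts of references and families past the threshold, the named references and families and 5S rRNA were recomputed with DESeq2 size factors in the edgeR fit, with library totals only, with the DESeq2 1.42.0 Wald test, without a filter, and with a mean of at least 100 counts. Further alternatives were the replicate number as a block, leaving out each library, tRNA references only, leaving out the most abundant tRNA, and sums per anticodon. The log2 library total as a covariate was added after the data were seen. The replicate numbers are shared by both groups, but the labels do not say that a number marks a shared day or batch. The deviations of same-numbered libraries from their group means correlated with r = 0.37, -0.13 and -0.07 for numbers 1, 2 and 3, so the numbers were not used as pairs. Chi-square tests between the 6 pairs of libraries of the same group gave from 423.3 to 1430 per degree of freedom, so no library was a second deposit of another.

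The test was checked on simulated data: 50 sets of counts for the 51 references were drawn at each fold from the means, library totals and dispersions of the dusA KO against WT comparison, with 10 references changed. At a fold of 2 the test recovered 98.8% of the changed references, at a fold of 1.5 it recovered 85.8%, and at a fold of 1.2 it recovered 9.8%. With no reference changed, 6 of the 50 sets had a false call, and at a fold of 2 there were 0.68 false calls per set on average. Means, library totals and dispersions carry no spread shared by the references of one library. These rates may therefore not hold if the real libraries have such a spread. Correlations and exact permutation tests used scipy 1.17.1, and p-values of correlations across references came from 100000 permutations.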

Results

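To ask how the loss of the dihydrouridine synthase DusA affects the tRNA pool of E. coli, tRNA reads were counted in 3 libraries labelled wild type (WT) and 3 labelled dusA KO. Libraries labelled WT held 2398099, 5049765 and 3161820 counts in replicates 1, 2 and 3. Those labelled dusA KO held 4016827, 4712272 and 5415893 counts. Both labelled WT replicates 1 and 3 were therefore shallower than all libraries labelled dusA KO, and labelled WT replicate 2 was deeper than 2 of them. The names of the count files carry the other genotype than the sample labels. All directions below follow the labels and would be inverted under the file names.

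Counts were relative, since each library measures the share of a tRNA in its own total. The 5 most abundant references of each library took 31.1% ± 2.86 (SD, n = 3) of the counts in libraries labelled WT. In those labelled dusA KO they took 27.9% ± 0.556 (SD, n = 3). These 5 were ranked within each library, and in labelled dusA KO replicate 3 Ala-TGC-1-1 took the place of Met-CAT-1-1. The 5S rRNA reference (rrfB, 120 nt, positions 4171637 to 4171756 of the K-12 MG1655 chromosome as the files give them) took between 0.739% and 1.67% of a library. Its log2 fold change between the groups was 0.50 ± 0.19 (SE), which did not pass the threshold (edgeR quasi-likelihood test, adjusted p = 0.0923). This value depended on single libraries: without labelled dusA KO replicate 1 the log2 fold change was 0.23. Without labelled dusA KO replicate 2 or 3, 5S rRNA passed the threshold (adjusted p = 0.0487 and 4.13e-05), over a range of 4.13e-05 to 0.304 for its alternatives. The lowest of these does not mark a clearly larger difference. The log2 fold change was 0.66 without labelled dusA KO replicate 3. It was 0.65 without labelled WT replicate 2, where the adjusted p was 0.053. In a principal component analysis of log2 normalised counts, the first component held 73.1% of the variance. It placed the libraries labelled WT at -1.93, -0.33 and -2.01, and those labelled dusA KO at 1.52, 1.01 and 1.75.

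Of 50 tRNA references, 4 differed between the groups at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, all 4 higher in the libraries labelled dusA KO. At an unadjusted p under 0.05 there were 16 references, of which 9 were higher and 7 lower. The choice of test moved the count most among the full-sample alternatives: the DESeq2 Wald test called 10 references, 7 higher and 3 lower, and these included the same 4. One library also decided the count. Without labelled WT replicate 2 the edgeR test called 11 references, 6 higher and 5 lower, and without labelled WT replicate 1 or 3 it called 2. The median log2 fold change over the 50 references was -0.05, and with library totals in place of TMM it was 0.02. The normalised counts of the groups did not overlap for 18 of the 50 tRNA references. Chance gives 10% for any one reference. The references come from the same 6 libraries and are not independent, so this count does not show how many tRNAs differed.

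The 3 glycine tRNA references held the 3 highest positions among the 4. Reference tRNA-Gly-TCC-1-1 (75 nt) had 2556 ± 964 normalised CPM (SD, n = 3) in libraries labelled WT and 6984 ± 356 in those labelled dusA KO. Its log2 fold change was 1.45 ± 0.21 (SE; edgeR quasi-likelihood test, adjusted p = 0.000775). Counting error was small beside this spread: in labelled WT replicate 1 the share of Gly-TCC-1-1 was 0.196% (95% exact interval 0.190% to 0.201%). In labelled WT replicate 2 it was 0.374% (0.368% to 0.379%), and in replicate 3 it was 0.187% (0.183% to 0.192%). The libraries labelled dusA KO had shares of 0.665%, 0.697% and 0.783%, with lower bounds of 0.657%, 0.690% and 0.776% and upper bounds of 0.673%, 0.705% and 0.791%.

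Reference tRNA-Gly-GCC-1-1 (76 nt) had 15842 ± 3303 normalised CPM (SD, n = 3) in libraries labelled WT and 30680 ± 2390 in those labelled dusA KO. The log2 fold change was 0.95 ± 0.14 (SE; edgeR quasi-likelihood test, adjusted p = 0.000775). Reference tRNA-Gly-CCC-1-1 was the shortest tRNA reference at 60 nt. It rose from 1320 ± 296 to 2341 ± 319 normalised CPM (SD, n = 3), a log2 fold change of 0.83 ± 0.20 (SE; edgeR quasi-likelihood test, adjusted p = 0.0238). It was no longer past the threshold without labelled WT replicate 1 (adjusted p = 0.0724) or without labelled WT replicate 3 (adjusted p = 0.133), nor with the log2 library total as a covariate (adjusted p = 0.0946). Over all alternatives its adjusted p ranged from 0.000659 to 0.133, while Gly-TCC-1-1 and Gly-GCC-1-1 were past the threshold under each alternative run.

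The fourth reference, tRNA-Val-GAC-2-1 (77 nt), had 7175 ± 1496 normalised CPM (SD, n = 3) in libraries labelled WT and 10536 ± 864 in those labelled dusA KO. Its log2 fold change was 0.55 ± 0.14 (SE; edgeR quasi-likelihood test, adjusted p = 0.0263). It was not past the threshold without labelled WT replicate 1 (adjusted p = 0.119), without labelled WT replicate 3 (adjusted p = 0.133) or with library totals only (adjusted p = 0.0617). With the log2 library total as a covariate its adjusted p was 0.0875, and over all alternatives its adjusted p ranged from 0.00062 to 0.133. Assignment of reads between this reference and tRNA-Val-GAC-1-1, which carries the same anticodon and was picked after its values were seen, is uncertain because the treatment of shared reads is not stated. Summed over both, Val-GAC had a log2 fold change of 0.46 ± 0.15 (SE) and was not past the threshold (edgeR quasi-likelihood test on sums per anticodon, adjusted p = 0.071).

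**Figure D1:**
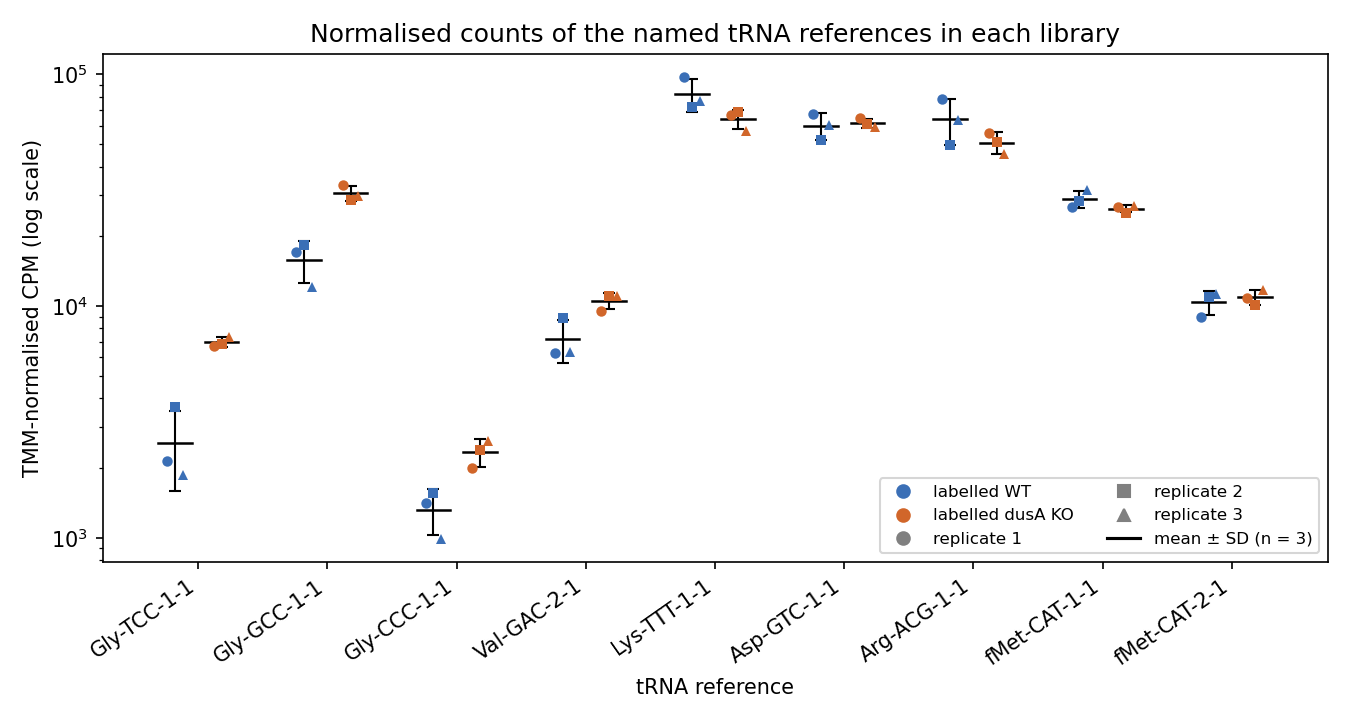
TMM-normalised CPM (log axis) of the 9 named tRNA references in each library, with the mean and SD of 3 libraries per group in black. For the 3 glycine references and Val-GAC-2-1 every library labelled dusA KO lay above every library labelled WT, and labelled WT replicate 2 was the highest of its group in all 4.

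The most abundant references did not differ past the threshold. Lysine reference tRNA-Lys-TTT-1-1 had 81994 ± 13409 normalised CPM (SD, n = 3) in libraries labelled WT and 64159 ± 6144 in those labelled dusA KO, a log2 fold change of -0.35 ± 0.16 (SE; edgeR quasi-likelihood test, adjusted p = 0.134). Aspartate reference tRNA-Asp-GTC-1-1 had 60027 ± 7721 and 61520 ± 2817 (SD, n = 3; log2 fold change 0.04 ± 0.14 SE). Arginine reference tRNA-Arg-ACG-1-1 had 63831 ± 14478 and 50703 ± 5447 (SD, n = 3; log2 fold change -0.33 ± 0.17 SE, adjusted p = 0.190). Without labelled WT replicate 2, Arg-ACG-1-1 passed the threshold with an adjusted p of 0.0426, within a range of 0.0426 to 0.833 over its alternatives. Across the fits that each left out one library, its log2 fold change ran from -0.49 to -0.13. That of Lys-TTT-1-1 ran from -0.44 to -0.18. For both, the change was smallest without labelled WT replicate 1 and largest without labelled WT replicate 2. With the log2 library total as a covariate the log2 fold changes were -0.02 for Arg-ACG-1-1 and -0.16 for Lys-TTT-1-1. The initiator references tRNA-fMet-CAT-1-1 and tRNA-fMet-CAT-2-1 had log2 fold changes of -0.14 ± 0.10 and 0.07 ± 0.11 (SE), with adjusted p-values of 0.354 and 0.636 in edgeR's quasi-likelihood test.

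**Figure D2:**
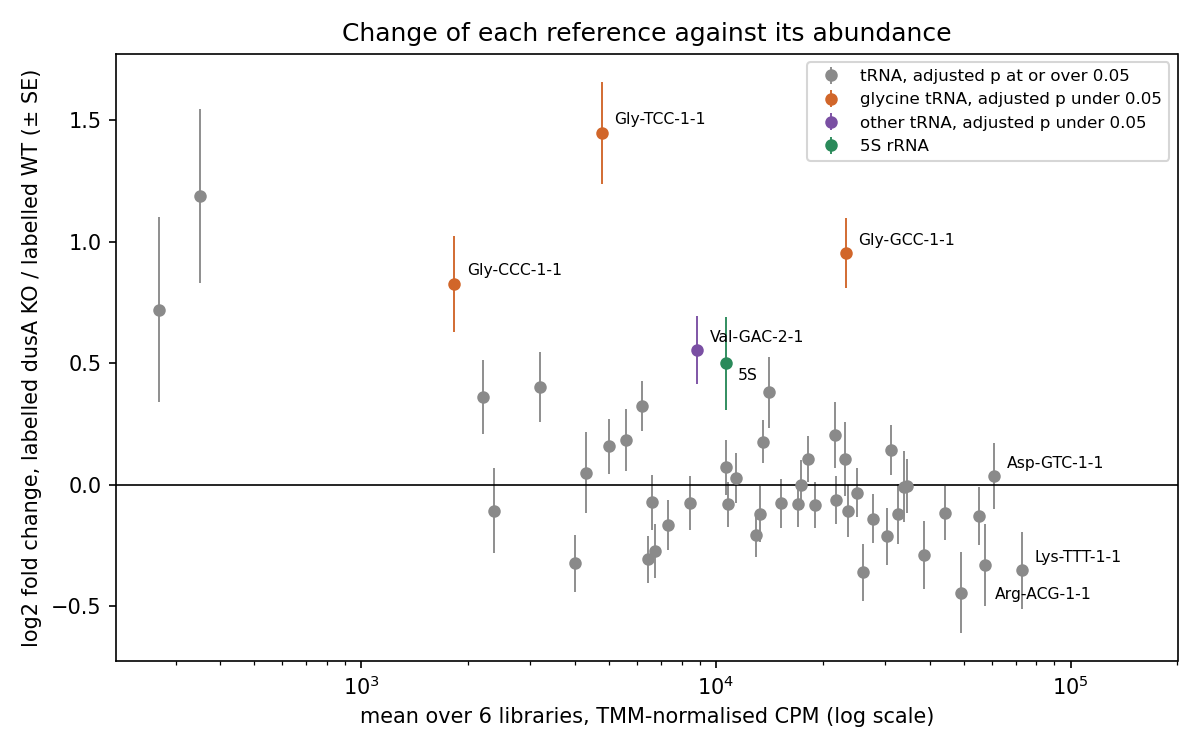
Log2 fold change of each of the 51 references (vertical axis, ± SE, labelled dusA KO over labelled WT) against its mean TMM-normalised CPM over 6 libraries (log axis). Gly-TCC-1-1 at 1.45 and Gly-GCC-1-1 at 0.95 are the highest of the references past the threshold, and the abundant Lys-TTT-1-1 at -0.35 and Arg-ACG-1-1 at -0.33 lie below 0. Und-NNN-2-1, with an undetermined anticodon, lies between these glycine references at 1.19 ± 0.36. It was not past the threshold (edgeR quasi-likelihood test, adjusted p = 0.0653). Among the alternatives it passed only under the DESeq2 Wald test and without labelled dusA KO replicate 2.

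Summing over amino acids removes the dependence on how reads were divided among isodecoders of one family. Of 22 families, 2 differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, both higher in the libraries labelled dusA KO, and 6 had an unadjusted p under 0.05. Without labelled WT replicate 2 the count was 9 families, 4 higher and 5 lower. The glycine family rose from 19237 ± 3976 to 40901 ± 2297 normalised CPM (SD, n = 3), a log2 fold change of 1.09 ± 0.15 (SE; adjusted p = 0.00187). As a share of all counts, glycine tRNA was 1.93% ± 0.455 (SD, n = 3) in libraries labelled WT and 4.09% ± 0.198 in those labelled dusA KO. The glycine family was past the threshold under all alternatives run, with adjusted p-values up to 0.0483.

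The serine family rose from 12876 ± 512 to 16453 ± 1253 normalised CPM (SD, n = 3), a log2 fold change of 0.35 ± 0.08 (SE; edgeR quasi-likelihood test, adjusted p = 0.0331). It was not past the threshold with library totals only (adjusted p = 0.0903), nor without any one of labelled WT replicates 1 and 3 and labelled dusA KO replicates 1 and 3, without the most abundant tRNA or with depth as a covariate. Its adjusted p ranged from 0.0133 to 0.151 over the alternatives. Selenocysteine tRNA, whose family is a single reference, had a log2 fold change of 0.42 ± 0.12 (SE) and an adjusted p of 0.0601 in the edgeR fit of families. In the edgeR fit of single references the same counts gave 0.36 ± 0.15 (SE; quasi-likelihood test, adjusted p = 0.122). The valine family had a log2 fold change of 0.33 ± 0.11 (SE) and an adjusted p of 0.0834. Neither passed the threshold. Both did so under the DESeq2 Wald test (adjusted p = 0.0386 for each) and without labelled WT replicate 2 (adjusted p = 0.0405 and 0.0161). Selenocysteine also did so without labelled dusA KO replicate 2 (adjusted p = 0.021) and with tRNA references only (adjusted p = 0.0491). Over the alternatives the adjusted p-values had ranges of 0.021 to 0.223 for selenocysteine and 0.0161 to 0.306 for valine.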

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

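All alternatives here were fixed before the data were examined, except the covariate for library depth. Gly-TCC-1-1, Gly-GCC-1-1 and the glycine family kept their direction and an adjusted p under 0.05 in each alternative run. Their log2 fold changes ranged from 1.16 to 1.80, from 0.79 to 1.07 and from 0.92 to 1.23, and their highest adjusted p-values were 0.0217, 0.0418 and 0.0483.

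The count of tRNA references past the threshold was 4. It was the same 4 with DESeq2 size factors, without the filter, with a mean of at least 100 counts, with tRNA references only, and without the most abundant tRNA, Lys-TTT-1-1. No reference had few enough counts for either filter to remove it, so these filters tested nothing. Library totals gave 3 references, all among the 4, and sums per anticodon gave 3 anticodons, all glycine, so the sum over both Val-GAC references was not past the threshold. The DESeq2 Wald test gave 10 references (7 higher, 3 lower). Its size factors were argued against as the cause, since edgeR with DESeq2 size factors called the same 4. Other causes of the difference from edgeR were not tested. The covariate for the log2 library total gave 2, Gly-TCC-1-1 and Gly-GCC-1-1, in a fit with fewer residual degrees of freedom. Across the 6 fits that each left out one library, the count ran from 2 to 11. It was 11 without labelled WT replicate 2, the library whose profile lay nearest to those labelled dusA KO on the first principal component, and it was 2 without labelled WT replicate 1 or 3.

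With the replicate block the count was 7 references (5 higher, 2 lower), which included the 4. The labels do not say that the numbers mark a shared batch, and the correlations of same-numbered libraries (0.37, -0.13 and -0.07) did not show pairing. In that fit edgeR gave all references one shared estimate of the spread, with an infinite prior weight in place of a prior of 7.56 degrees of freedom, so its count is not comparable with that of the unblocked fit. The block left the count of families at 2 and changed the call of none of the named references or families. It did change that of 5S rRNA, whose adjusted p was 0.00429 with the block, in a range of 4.13e-05 to 0.304 over its alternatives.

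The count of families was 2. It was 1 (glycine) with library totals only and 1 without the most abundant tRNA, and 6 (4 higher, 2 lower) with the DESeq2 Wald test, and 3 (all higher) with tRNA references only, where selenocysteine passed the threshold; the cause was not tested. It ran from 1 to 9 across the 6 fits that each left out one library, with 9 without labelled WT replicate 2. With the depth covariate the count was also 2, but the families were glycine and aspartate, and the serine family was no longer past the threshold.

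For the named references, the named families and 5S rRNA, the alternatives on all 6 libraries, not counting the 2 filters that removed nothing, left the call of 85 values as it was. They cost 6 values their significance, gave it to 4, and reversed 1: fMet-CAT-2-1 had a log2 fold change of -0.033 with the depth covariate. Leaving out one library left 69 calls as they were, cost 8 values their significance, gave it to 6, and reversed 1: Asp-GTC-1-1 was at -0.056 without labelled WT replicate 2, and ran from -0.056 to 0.16 across the 6 fits. Neither reference was past the threshold in any fit of single references.

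Counting error was small beside the spread between libraries, since the lowest count of a reference in a library was 300. Depth as a difference between libraries is another matter: with the depth covariate, Gly-CCC-1-1 (adjusted p = 0.0946), Val-GAC-2-1 (adjusted p = 0.0875) and the serine family (adjusted p = 0.099) were not past the threshold. Small changes were mostly not detected in the simulation: the test recovered 9.8% of references changed by a fold of 1.2, against 85.8% at a fold of 1.5 and 98.8% at a fold of 2.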

Other observations

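The tests for shared reads, scaling, reference length, the trend with abundance and exchanged genotypes of the glycine references, and the test of length in labelled dusA KO replicate 1, were chosen or framed after the result was seen. The splits of the libraries and the fits without one library were set before their results were seen. The depth covariate was set before its own result, but after the data were seen.

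The 6 libraries can be split into 3 and 3 in 10 ways. Only the split by label, 1 of the 10, gave as many as 4 tRNA references past the threshold, and the other 9 gave 0. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. The split into the 3 shallowest and the 3 deepest libraries was among those with 0.

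All glycine references were higher in the libraries labelled dusA KO, and the family took 4.09% of their counts against 1.93%. Several technical explanations were tested. A difference in depth would lose the effect once depth is modelled, but with the log2 library total as a covariate the glycine family had a log2 fold change of 1.00 ± 0.19 (SE) and an adjusted p of 0.0483 (edgeR quasi-likelihood test). That p lies close to the threshold, and over the family's alternatives it ranged from 9.61e-12 to 0.0483. Reads moving between glycine references would leave their sum as it was, and the sum had an adjusted p of 0.00187. A scaling error moves all references of a library alike, but the log2 ratio of glycine reads to the geometric mean of the other references of the same library differed by 1.02 between the groups. Its SD was 0.31 in libraries labelled WT and 0.06 in those labelled dusA KO (n = 3 each), and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows. Reference length was argued against for Gly-TCC-1-1 and Gly-GCC-1-1, since the 31 non-glycine tRNA references of 74 to 77 nt had a median log2 fold change of -0.080 and a highest value of 0.55, below the 0.95 of Gly-GCC-1-1. For Gly-CCC-1-1, at 60 nt, length stays open, because the shortest other tRNA reference had 71 nt. A single library as the source of the difference was argued against, because at least 2 glycine references stayed past the threshold whichever library was left out. This cannot exclude a wrongly labelled or mishandled library that weakened the difference. By chi-square per degree of freedom, labelled WT replicate 2 lay at 697.7 from labelled dusA KO replicate 2. It lay at 1380 and 778.0 from labelled WT replicates 1 and 3, and at 1730 and 1292 from labelled dusA KO replicates 1 and 3.

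A general trend with abundance, described below, could add to the glycine difference. On the line fitted to the other 47 tRNA references, Gly-TCC-1-1 lay 5.57 and Gly-GCC-1-1 lay 4.56 residual SDs above the value expected from abundance, while the largest of the others lay 2.54 above. Gly-CCC-1-1 lay only 2.16 residual SDs above, so for this reference the trend and a glycine effect cannot be told apart.

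Whether the glycine tRNAs are high in the deletion strain or in the wild type stays open. The labels and the names of the count files give opposite genotypes to all 6 libraries, and 0 references of the dusA transcript are in the counts, so genotypes exchanged as whole groups cannot be told apart from the labels as given. If the labels hold, candidate explanations of the difference are the loss of DusA itself, the overnight growth of the deletion strain with kanamycin, and a change in how glycine tRNA is captured or read by the library protocol. The design does not separate them, and none was tested.

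The glycine references were also compared with each other. The log2 ratio of Gly-TCC-1-1 to Gly-GCC-1-1 was higher by 0.54 in the libraries labelled dusA KO. Its SD was 0.33 in those labelled WT and 0.16 in those labelled dusA KO (exact two-sided permutation p = 0.1, the smallest possible). Within each group this ratio rose with the library total. With the log2 library total as a covariate the log2 fold changes of the 2 references were 1.16 and 0.91, against 1.45 and 0.95 without it. Depth therefore stays open as an explanation of this ratio. The ratio of Gly-CCC-1-1 to Gly-GCC-1-1 differed by -0.13 (SD 0.03 and 0.30, exact two-sided permutation p = 0.9).

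Apart from glycine, abundant tRNAs tended to be lower and rare tRNAs higher in the libraries labelled dusA KO. Over the 47 non-glycine tRNA references, Spearman's rho between log2 fold change and mean abundance was -0.45 (permutation p = 0.00207, Benjamini-Hochberg adjusted p = 0.00621 over the 3 relations computed across references). References are not independent replicates. This correlation ran from -0.31 to -0.53 when one library at a time was left out. With the log2 library total as a covariate it was -0.16, so much of the trend could go with depth. The share of the 5 most abundant references, ranked within each library, fell with log2 library total over the 6 libraries. Pearson's r was -0.94 (exact permutation p = 0.025) and Spearman's rho was -0.77 (exact permutation p = 0.103). This relation rests on labelled WT replicates 1 and 3, without which r was -0.36, and each group alone has too few libraries for a correlation. Depth and genotype cannot be told apart for this trend, because both shallow libraries are labelled WT.

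In labelled dusA KO replicate 1 a set of references, chosen after their values were seen, stood above the other 2 libraries of its group. The log2 deviation was 0.52 for Leu-CAG-1-1, 0.60 for Leu-CAG-2-1, 0.49 for Leu-GAG-1-1, 0.72 for 5S rRNA and 0.81 for Und-NNN-2-1, which has an undetermined anticodon. These references are 87 to 120 nt long. The other leucine references were lower, with 0.18 for Leu-TAA-1-1, also of 87 nt, 0.088 for Leu-CAA-1-1 and 0.045 for Leu-TAG-1-1. Without the leucine tRNAs, 5S rRNA and Und-NNN-2-1, the relation of the deviation to length over 43 references did not pass the correction (Spearman rho = 0.30, permutation p = 0.0486, Benjamini-Hochberg adjusted p = 0.0729). A difference in size selection could act through length, but the 8 references longer than the leucine references (85 to 87 nt) went both ways, with a median deviation of -0.037. The 6 of 88 to 95 nt had a highest deviation of 0.10, while Und-NNN-2-1 at 97 nt and 5S rRNA at 120 nt had the 2 highest deviations in the library. Length therefore stays open as an explanation. The library is one of 3 with the same label, so no biological explanation was tested. Log2 fold change between the groups had no clear relation to length over the 50 tRNA references (Spearman rho = 0.22, permutation p = 0.122, Benjamini-Hochberg adjusted p = 0.122).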
